A study of Mus musculus with 8 samples. Its data were reported in "Sodium channel β1 subunits participate in regulated intramembrane proteolysis-excitation coupling" (2021).

How the data were processed

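RNA was measured in cardiac ventricle of mice at postnatal day 10, in 4 libraries from Scn1b null mice and 4 from wild-type (WT) mice. The deposited file held the authors' raw read counts per gene, with no normalization, in 1 column per library. Per the labels and the methods of the study, RNA was isolated with a Qiagen RNeasy Plus kit, poly(A)-selected stranded TruSeq libraries were made, and paired-end reads were taken on an Illumina HiSeq instrument. The submitters' processing notes name CASAVA 1.8, TopHat2 2.0.13, Bowtie2 2.2.1 and HTSeq, with mouse build mm10. The version, strand setting and annotation release used with HTSeq are not given in the sources used here. Groups were taken from the genotype labels. The numbers in the library labels differ between the genotypes, and replicates 1 to 4 were numbered here in the order of the labels, which pairs no libraries, so no paired test was run.

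The table held 18973 genes, of which 965 had no count in any library. Total counts ran from 35974400 to 79334862 per library, and 3 counts, the most that a count of 0 allows, equalled 0.0378 to 0.0834 CPM (CPM, counts per 1000000 counts). These limits cover counting error only. No pair of libraries agreed within sampling noise, with a chi-square per degree of freedom of 39.9 to 234, so every library counted once. Gene positions were taken from GENCODE M21 on GRCm38, the build also called mm10, in which 18618 genes were found by symbol.

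Counts were analysed in R 4.3.3. Genes were filtered with the default of filterByExpr, which left 14242, library sizes were scaled by TMM, and the genotypes were compared with the quasi-likelihood F test of edgeR 4.0.16 with no covariate. A gene passed at a Benjamini-Hochberg false discovery rate (FDR) of at most 0.05 with a fold change of at least 1.5, the threshold of the study. Fold changes are given on the log2 scale as null minus WT, with the standard error (SE) derived from the F statistic. Levels are CPM on TMM-scaled library sizes, as mean ± SD over 4 libraries. Adjusted p-values of genes come from edgeR unless DESeq2 1.42.0 is named. DESeq2 was run on all 18973 genes without the filter of filterByExpr. It gave an adjusted p for 14687 genes and none for 4286, which count as not called. Its calls in a gene list are counted over all members in the data, and those of edgeR over the members tested.

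In total, 43 gene lists were fixed for functions of the heart, for gene groups named by the study, for states such as fasting, and for cell types that dissected ventricle could hold. Each list was described by its members past the threshold over all genes tested, by its members past it when adjusted over the list alone, and by camera of limma 3.58.1 on log2 CPM with a prior count of 2. Camera used a preset correlation of 0.01, and its p-values were adjusted over the 42 lists with enough tested members. Camera with an estimated correlation and fry were alternatives. After seeing the data, the estimated correlation was also run under every alternative in which camera was run. Principal components were taken from mean-centred log2 CPM, and the genotypes were compared on the first by a two-sided exact permutation test over all 70 assignments.

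Genes were named by a rule. It took Scn1b, up to 10 genes with the largest fold in each direction among genes past the threshold with a mean of at least 1 CPM and no overlap between genotypes, and the 5 with the lowest p in each direction. It added 13 channel genes picked from what the study reports on ventricle, which leaves out other channel genes named in its text. Of these, Cacnb1 stands for the β1 calcium channel subunit. The study reports changes of Scn3a, Scn4a, Scn5a and that subunit by RT-qPCR at a later age. For sodium channel genes it saw no change by RNA sequencing at P10, and it reports Scn4a and Kcne1 as lower. From each list described the rule took up to 4 members past the threshold or, with none past it, the 2 with the lowest p. It also took up to 4 of the most abundant markers of cell types discussed as another tissue. Genes named outside this rule are called so where they appear or in a closing sentence on the lists. The lists, the rule, the tests and the alternatives other than those named last below were fixed before the data were examined.

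The alternatives were RLE and upper-quartile scaling, no filter and a minimum of 1 CPM in 4 libraries, DESeq2, limma voom, robust empirical Bayes, other thresholds, covariates for Xist, for airway and ciliated markers and for 1 surrogate variable (sva 3.50.0), and each library left out in turn. A covariate for Y-linked genes, leaving out null replicates 1 and 2 together, and further DESeq2 runs were chosen after seeing the data.

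The test was tried on simulated data with the library sizes of the comparison of Scn1b null with WT. The dispersions were those of its 14242 genes, estimated without regard to genotype. There edgeR recovered 5.97% of 67 genes changed 1.5-fold, 38.8% of 67 changed 2-fold and 87.9% of 66 changed 4-fold, and called 4 of 14042 unchanged genes. DESeq2 recovered 16.4%, 71.6% and 95.5% of the same genes and called 43 of the unchanged ones. Camera recovered a list, oxidative phosphorylation, moved by -0.5 on the log2 scale with an adjusted p of 2.51e-39 and called 0 other lists. Each gene was drawn independently there, while the estimated correlation of that list in the real libraries was 0.638. The 0 other lists therefore do not measure how often camera calls lists falsely in the real libraries.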

Results

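Poly(A) RNA was sequenced from ventricle of postnatal day 10 mice, 4 libraries from Scn1b null mice and 4 from WT mice. Scn1b encodes the β1 subunit of voltage-gated sodium channels, which also acts as a cell adhesion molecule. Total counts were 48289871, 47805151, 35974400 and 52234259 in null replicates 1 to 4, and 41024319, 44589161, 79334862 and 40120156 in WT replicates 1 to 4. The labels do not state that each library came from a separate animal, so p-values measure the spread between these libraries. The comparison asked which genes differ in ventricle that lacks Scn1b, and in particular whether channel, immune, proliferation and calcium-binding genes do.

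Scn1b, the deleted gene, stood at 0.166, 0.593, 0.140 and 0.328 CPM in null replicates 1 to 4 and at 6.45, 7.30, 5.93 and 3.22 CPM in WT replicates 1 to 4. It fell with a log2 change of -4.20 (SE 0.51, adjusted p = 0.0298), which follows the genotype labels, with a remainder in every null library. Of 14242 genes tested, 11 passed the threshold, 6 higher and 5 lower in the null libraries. Scn1b lies on chromosome 7 from 31116524 to 31127003 (mm10).

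The 6 genes that rose were Myh7, Myom2, Ddit4, Abca1, Mylip and Fasn. Myh7, the slow β-myosin heavy chain, stood at 93.3 ± 11.2 CPM in the null libraries and 43.8 ± 4.05 CPM in WT (SD, n = 4 each), a log2 change of 1.09 (SE 0.12, adjusted p = 0.0192). Myom2, an M-band protein of the sarcomere, stood at 1758 ± 196 CPM against 790 ± 110 CPM, a log2 change of 1.15 (SE 0.14, adjusted p = 0.0298). Ddit4, a stress-induced inhibitor of mTORC1 signalling, rose from 36.2 ± 2.45 to 73.0 ± 7.71 CPM (log2 change 1.01, SE 0.10, adjusted p = 0.0192). Abca1, a cholesterol exporter, rose from 33.5 ± 3.22 to 72.4 ± 12.0 CPM (log2 change 1.12, SE 0.14, adjusted p = 0.0298). Mylip, a ubiquitin ligase that marks the LDL receptor for degradation, rose from 16.7 ± 2.31 to 37.9 ± 7.57 CPM (log2 change 1.18, SE 0.16, adjusted p = 0.0465). Abca1, Mylip and the fatty acid synthase gene Fasn are known targets of LXR nuclear receptors. Fasn rose from 32.8 ± 2.18 to 51.8 ± 3.39 CPM (log2 change 0.66, SE 0.09, adjusted p = 0.0479). Pkia, which encodes an inhibitor of protein kinase A, fell by 0.73 on the log2 scale (SE 0.10, adjusted p = 0.0479), from 240 ± 23.4 CPM in WT to 145 ± 11.5 CPM. In each of these genes all 4 null libraries lay on the same side of all 4 WT libraries.

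On mm10, Myh7 lies on chromosome 14 from 54970684 to 54994626 and Myom2 on chromosome 8 from 15057653 to 15133541. Ddit4 lies on chromosome 10 from 59949669 to 59951834, Abca1 on chromosome 4 from 53030787 to 53159895 and Mylip on chromosome 13 from 45389742 to 45412022. Fasn lies on chromosome 11 from 120805846 to 120824547 and Pkia on chromosome 3 from 7366669 to 7445366. The remaining calls were the Y-linked genes Eif2s3y, Ddx3y and Kdm5d, which are described with the sex-linked list.

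**Figure D1:**
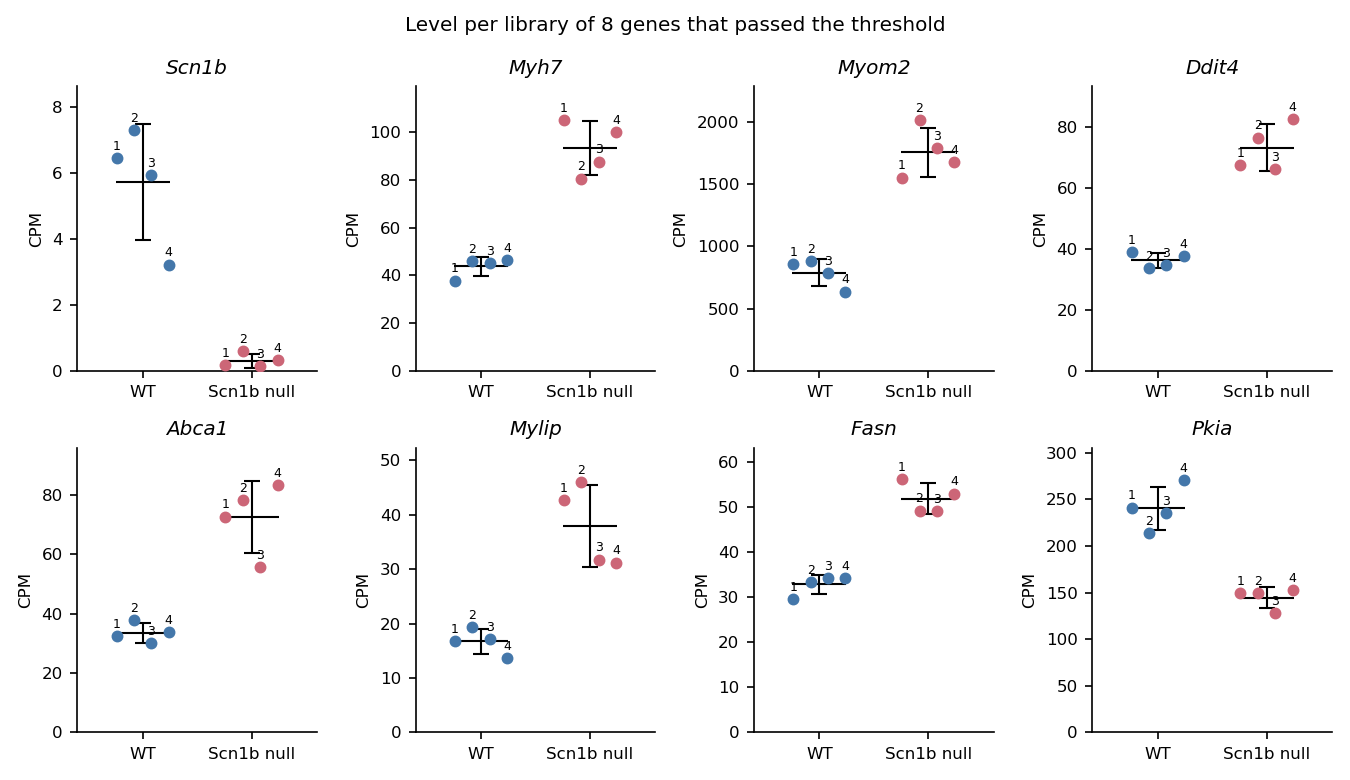
Level of 8 genes past the threshold in each library, in CPM on the vertical axis; points are libraries marked with their replicate number, horizontal bars are means and error bars are SD (n = 4 per genotype). Myh7 averaged 93.3 CPM in the Scn1b null libraries and 43.8 CPM in WT, while Scn1b averaged 0.307 CPM and 5.73 CPM.

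The genes past the threshold depended on the libraries used. Without null replicate 1 there were 385 genes, which included the 11 genes called with all libraries. Without WT replicate 2 there were 19, without null replicate 3 there were 5 and without null replicate 2 there were 3. With null replicate 4, WT replicate 1, WT replicate 3 or WT replicate 4 left out there were 0 with edgeR, where DESeq2 gave 449, 239, 216 and 192 and where 2485, 1873, 1835 and 1842 genes had an unadjusted p under 0.05. With the Xist covariate 0 genes passed with edgeR (463 at an unadjusted p under 0.05). With the Y-linked covariate, chosen after seeing the data, 0 passed with edgeR (106 at an unadjusted p under 0.05) and 15 with DESeq2. With the airway covariate 2 passed, Scn1b and Myh7. Sex by these markers and genotype overlapped in all libraries but WT replicate 2, so the covariates of sex also take up differences by genotype. DESeq2 called 372 genes with all libraries, 227 higher and 145 lower, and these included all 11. In the simulated data its calls held more false ones than an FDR of 0.05 allows. Scn1b itself missed the threshold without null replicate 3 (adjusted p = 0.0584), null replicate 4 (0.108), WT replicate 1 (0.114), WT replicate 3 (0.157) or WT replicate 4 (0.0696). Upper-quartile scaling gave 7 higher and 11 lower genes in place of 6 and 5. Among tested genes, 694 lay higher and 791 lower in every null library than in every WT library, or 10.4% where chance gives 2.86%. Of the 227 genes higher with DESeq2, 59, 110, 16 and 42 had their highest level in null replicates 1 to 4.

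Ion channel genes other than Scn1b did not pass the threshold with edgeR and all libraries. Among the 92 potassium channel genes in the data DESeq2 called 1 higher, Kcnma1, which had too few counts for edgeR. Without null replicate 1 it called Abcc8, Kcnd3 and Kcnn1 instead. It called Kcnma1 and Kcnmb2 without null replicate 4, and Abcc8 and Kcnma1 without WT replicate 2. Of the 56 potassium channel genes tested with edgeR, 0 passed over all genes tested or adjusted over the list alone (camera adjusted p = 0.247). The lowest p-values were those of Abcc8, the SUR1 subunit of ATP-sensitive potassium channels, at 61.2 ± 8.60 against 42.8 ± 9.18 CPM (adjusted p = 0.176), and of Kcnn1, a calcium-activated potassium channel. Kcnn1 averaged 7.32 ± 1.40 CPM in the null libraries and 4.79 ± 0.696 CPM in WT (log2 change 0.61, SE 0.21, adjusted p = 0.201). Kcnd3, a channel of the transient outward current, averaged 7.66 ± 1.68 against 4.72 ± 1.24 CPM (log2 change 0.70, SE 0.25, adjusted p = 0.209). Kcnmb4, an auxiliary subunit of BK channels, averaged 1.46 ± 0.604 against 0.522 ± 0.353 CPM (adjusted p = 0.251). Kcne1 and Kcnq1, the subunits of the slow delayed rectifier, had log2 changes of -0.03 (SE 0.20, adjusted p = 0.943) and -0.04 (SE 0.13, adjusted p = 0.911).

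Kcnma1, the pore of BK channels, Kcnk12, Kcnu1 and Cacna1b had too few counts to be tested with edgeR. Kcnma1 stood at 1.51, 0.388, 0.561 and 0.143 CPM in null replicates 1 to 4 and at 0.156 CPM or below in WT, and DESeq2 called it higher (log2 change 3.35, adjusted p = 0.0426). That call was kept without null replicate 4 or WT replicate 2 and lost without any of the other 6 libraries, null replicates 1, 2 and 3 and WT replicates 1, 3 and 4. Kcnk12 had no count in any WT library and reached 0.429 CPM in null replicate 2. Kcnu1 averaged 0.156 ± 0.116 CPM in null and 0.0477 ± 0.0518 CPM in WT, and Cacna1b averaged 0.167 ± 0.150 and 0.0146 ± 0.0110 CPM. The list of 13 channel genes was picked from the study and is not independent evidence. It mixes genes that the study reports as higher and as lower, some of them at a later age only. Of the 9 tested, 0 passed with edgeR over all genes tested or adjusted over the list alone, and 1 of the 13, Kcnma1, passed with DESeq2 (median log2 change 0.14, camera adjusted p = 0.0685). The camera call was gained without null replicate 1 (0.0113), null replicate 4 (0.0410), WT replicate 2 (0.00745), WT replicate 3 (0.0221) or WT replicate 4 (0.0425), with the surrogate variable (0.0167) and with no filter (0.00435). With an estimated correlation the adjusted p was 0.603 to 0.843 in those settings and 0.906 with all libraries. With DESeq2 and without null replicate 1, Kcnd3 and Kcnn1 were the 2 genes of this list past the threshold, both higher.

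Of 11 sodium channel genes, 1, Scn1b itself, fell, and 10 did not pass. Adjusted over the list alone and in DESeq2, 1, the epithelial channel subunit Scnn1a, was higher and 1, Scn1b, lower. The DESeq2 call of Scnn1a was kept without null replicate 3 or 4 and lost without null replicate 1, null replicate 2 or any of the 4 WT libraries. The pore subunit of the heart, Scn5a, averaged 242 ± 59.8 CPM in null and 221 ± 38.4 CPM in WT (log2 change 0.13, adjusted p = 0.760). Scn3a averaged 1.88 ± 0.733 against 1.08 ± 0.372 CPM (adjusted p = 0.371) and Scn4a 7.61 ± 1.95 against 6.91 ± 1.85 CPM (adjusted p = 0.806). Among 16 voltage-gated calcium channel genes 0 passed with either tool, the list median, 0.01, was positive and the camera direction negative (camera adjusted p = 0.737), and Cacnb1 averaged 5.60 ± 0.616 against 5.34 ± 1.02 CPM (adjusted p = 0.898). Among 26 genes of cardiac calcium handling 0 passed with edgeR and 1, the calcium release channel Itpr2, with DESeq2 (log2 change 0.77, DESeq2 adjusted p = 0.0367). The call of Itpr2 was likewise kept without null replicate 3 or 4 and lost without any of the other 6 libraries. Of 119 calcium-binding genes 0 passed over all genes tested or adjusted over the list alone, where DESeq2 called S100a14, Cdh1, Notch1 and Pls1 higher and Anxa3 lower. Of these DESeq2 calls Pls1 was kept without null replicate 3 or 4 and lost without any of the other 6 libraries, Anxa3 was lost without null replicate 3, null replicate 4, WT replicate 1 or WT replicate 3, and Cdh1 without null replicate 1. The median log2 change of the calcium-binding genes was 0.07 (camera adjusted p = 0.876). With all libraries the lowest p-values were those of the epithelial cadherin Cdh1, at 44.6 CPM in null replicate 2 and 0.369 CPM or less in WT (adjusted p = 0.118), and of the protocadherin Fat4 (log2 change 0.58, adjusted p = 0.120). Over all genes tested edgeR called Cdh1, Ehd1 and Fat4 higher without null replicate 1, where 5 were higher and 1 lower adjusted over the list alone. With the surrogate variable it called Cdh1, Fat4 and Notch1 higher.

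Genes of antigen presentation and of the interferon response ranked higher in null ventricle than other genes, although the level differed widely between null libraries. Neither camera call held with an estimated correlation (adjusted p = 0.906 each). Antigen presentation genes summed to 944, 915, 590 and 2405 CPM in null replicates 1 to 4 and to 500 to 564 CPM in the WT libraries. H2-K1, an MHC class I heavy chain chosen after its values were seen, reached 563 CPM in null replicate 4 and 58.7 CPM at most in WT. Tap1 and Tap2, the peptide transporter of the class I pathway, averaged 28.0 ± 14.5 against 8.53 ± 2.02 CPM and 27.3 ± 6.53 against 13.7 ± 3.66 CPM (adjusted p = 0.120 each). Of the 29 genes tested 0 passed over all genes tested and 19 were higher adjusted over the list alone, with 7 in DESeq2 (median log2 change 1.13, camera adjusted p = 2.03e-06, adjusted p = 0.906 with an estimated correlation). DESeq2 called 4 without null replicate 2 or WT replicate 4 and 15 without null replicate 3. Over all genes tested edgeR called 3 higher without null replicate 1, 1 without null replicate 3 and 5 with the surrogate variable.

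Interferon response genes summed to 1001, 1917, 833 and 1930 CPM in null replicates 1 to 4 and to 842 to 1057 CPM in WT, so that null replicate 3 lay below every WT library. Tgtp2, an interferon-induced GTPase, averaged 6.42 ± 6.44 CPM against 0.782 ± 0.140 CPM (adjusted p = 0.119), and Gbp4 25.6 ± 11.8 against 10.8 ± 1.79 CPM (adjusted p = 0.138). Of the 56 genes tested 0 passed over all genes tested and 10 were higher adjusted over the list alone, with 11 in DESeq2 (median log2 change 0.46, camera adjusted p = 4.97e-06, adjusted p = 0.906 with an estimated correlation). DESeq2 called 18 higher without null replicate 3 and 15 without null replicate 1. It called 3 higher without null replicate 2, 4 without null replicate 4, 5 without WT replicate 1, 7 without WT replicate 2, 6 without WT replicate 3 and 7 without WT replicate 4. Over all genes tested edgeR called 6 higher without null replicate 1 and 4 with the surrogate variable. Of 53 inflammation and cytokine genes 0 passed with edgeR over all genes tested or adjusted over the list alone and 2, Il4ra and Ccl22, with DESeq2 (median log2 change 0.31, camera adjusted p = 0.0493, adjusted p = 0.906 with an estimated correlation). Ccl22 lost its DESeq2 call without null replicate 1, null replicate 3, WT replicate 3 or WT replicate 4, and Il4ra without null replicate 1, WT replicate 1 or WT replicate 4. Without null replicate 1 the genes called were Il6ra and Ptgs2. Without null replicate 2 the camera adjusted p of the inflammation list was 0.269, without null replicate 4 it was 0.0582, without WT replicate 2 it was 0.289 and without WT replicate 4 it was 0.159. The call was also lost with RLE scaling (0.0517), no filter (0.0602), the minimum of 1 CPM (0.0629), the surrogate variable (0.0521) and the airway covariate (median log2 change 0.02, adjusted p = 0.533).

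Markers of tissues that lie beside the heart were high in single null libraries. Genes of T cells and thymocytes summed to 3836 CPM in null replicate 1, against 85.4 to 205 CPM in the other null libraries and 70.5 to 274 CPM in WT. Rag1, the recombinase of developing lymphocytes, stood at 910 CPM there, and Satb1, Tcf7 and Cd8a at 432, 436 and 315 CPM. Prss16 and Ccl25, genes of thymic epithelium, stood at 153 and 89.4 CPM in the same library. Of the 25 T cell genes tested and the 12 thymic epithelium genes tested 0 passed with edgeR over all genes tested (camera adjusted p = 0.0888 and 0.0685). In the DESeq2 counts, genes without an adjusted p are taken as not called, so a count of 0 need not mean that all were tested. Adjusted over the list alone 0 T cell genes and 4 thymic epithelium genes, Prss16, Cldn4, Ccl25 and Tbata, were higher, and DESeq2 called 0 and 3, the latter Foxn1, Epcam and Cldn4. It called 1 thymic epithelium gene without null replicate 1 (Cldn4) or null replicate 2 (Epcam), and the call of Foxn1 was kept without null replicate 3 and lost without any of the other 7 libraries. Epcam and Cldn4 are also members of the airway list. The camera call of the T cell list was made without null replicate 2 (adjusted p = 0.0227), without null replicate 4 (0.00124), without WT replicate 1 (0.0273) and without WT replicate 4 (0.0389), and without null replicate 1 the list median was -0.45. It was made as well with upper-quartile scaling (0.0406), the Xist covariate (0.000102), the airway covariate (0.0153) and the Y-linked covariate (4.09e-12), and with an estimated correlation the adjusted p was 0.641 to 0.905 in these 8 settings. That of the thymic epithelium list was made without null replicate 3 (0.0130), null replicate 4 (0.00124), WT replicate 1 (0.0438), WT replicate 3 (0.0221) and WT replicate 4 (0.0426), with upper-quartile scaling (0.0406) and with no filter (0.00699), and with an estimated correlation it was 0.792 to 0.907 in these settings.

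Airway secretory and basal genes summed to 8510 CPM in null replicate 2, against 306, 365 and 164 CPM in null replicates 1, 3 and 4 and 151 to 197 CPM in WT. Scgb1a1, the main secretory protein of club cells, stood at 4652 CPM in null replicate 2 and at 8.36 CPM or less in WT. Scgb3a2, Cbr2 and Aldh1a1 stood at 786, 523 and 289 CPM in that library. Of 28 genes of this list tested 0 passed over all genes tested and 19 were higher adjusted over the list alone, with 4, Cdh1, Epcam, Cldn4 and Prom1, in DESeq2 (median log2 change 3.82, camera adjusted p = 2.81e-05, adjusted p = 0.906 with an estimated correlation). DESeq2 called 16 without null replicate 1, 7 without null replicate 3 and 17 without null replicate 4. Over all genes tested edgeR called 10 higher without null replicate 1 and 4 with the surrogate variable. Ciliated cell genes summed to 542 CPM in null replicate 2 and to 48.4 to 82.6 CPM in the other 7 libraries. Of 21 tested 0 passed with edgeR (median log2 change 2.05, camera adjusted p = 0.000351, adjusted p = 0.906 with an estimated correlation), and DESeq2 called 6 of the 58 in the data. The DESeq2 count was 11 without null replicate 1, 1 without null replicate 2, 14 without null replicate 4 and 3 without WT replicate 2, 3 or 4. Without null replicate 2 the camera adjusted p of the ciliated list was 0.0988, and that of the airway list, which kept its call, was 0.00444 (median log2 change 1.40, adjusted p = 0.886 with an estimated correlation). With the airway covariate neither list was called. That covariate is the mean log2 level of the genes of both lists, so the loss of their calls follows from its make-up and decides nothing. In null replicate 3 Scgb1a1 stood at 98.7 CPM and Scgb3a2 at 29.0 CPM, and without null replicates 1 and 2 the airway genes Bpifa1, Cyp2f2, Scgb1a1, Scgb3a1 and Scgb3a2 were higher over all genes tested.

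**Figure D2:**
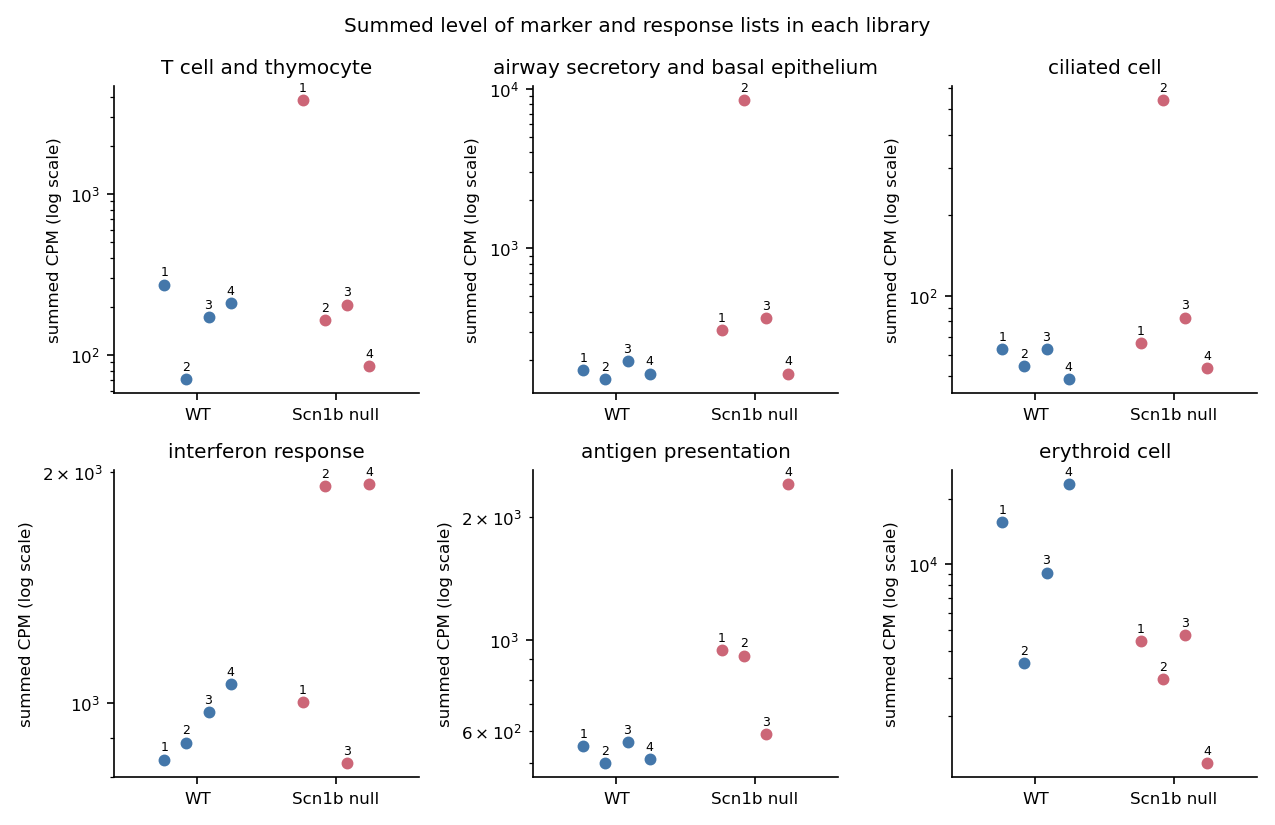
Summed CPM of 6 gene lists in each library on a log axis; points are libraries marked with their replicate number. T cell genes reached 3836 CPM in null replicate 1, airway genes 8510 CPM in null replicate 2 and antigen presentation genes 2405 CPM in null replicate 4.

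Cell cycle genes stood lower in 3 of the null libraries than in WT and higher in null replicate 1. Their summed level was 2956 CPM in null replicate 1, 796, 1057 and 854 CPM in null replicates 2, 3 and 4, and 1372 to 1809 CPM in WT. Null replicate 1 is also the library with high thymocyte markers. With all libraries 0 of 71 genes passed with edgeR over all genes tested or adjusted over the list alone, and 1, Anln, a scaffold of cytokinesis, was lower in DESeq2 (median log2 change -0.25, camera adjusted p = 9.19e-08, adjusted p = 0.906 with an estimated correlation). Anln averaged 13.5 ± 5.54 CPM in null and 24.0 ± 2.60 CPM in WT (log2 change -0.83, SE 0.24, adjusted p = 0.158), and the thymidine kinase gene Tk1 averaged 6.46 ± 3.89 against 13.7 ± 3.51 CPM (adjusted p = 0.197). With the surrogate variable as a covariate, which keeps all libraries, edgeR called 26 of the cell cycle genes lower over all genes tested. That variable stood at 0.887 in null replicate 1 and at -0.297 to 0.0720 in the other libraries, so it mainly sets that library apart.

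Null replicate 1, the null library that went against the others, was singled out after its values were seen. Without it, 45 of the 71 cell cycle genes fell over all genes tested and 61 adjusted over the list alone, with 59 in DESeq2, which called 0 with any other library left out. Their median log2 change was -1.05, and 56 lay lower in all 3 remaining null libraries than in every WT library (camera adjusted p = 1.22e-38, adjusted p = 0.507 with an estimated correlation). Of all 14304 genes tested in that fit 1590 lay lower and 1570 higher in this way, where chance gives 5.71% for both directions together. In that fit Ccnb1, the mitotic cyclin, fell from 22.3 ± 2.19 CPM in WT to 8.09 ± 1.19 CPM (log2 change -1.46, SE 0.14, adjusted p = 0.00372). Prc1, a bundler of the mitotic spindle, Cdk1, the mitotic kinase, and Top2a, the topoisomerase of dividing cells, had log2 changes of -1.47, -1.42 and -1.26 (adjusted p = 0.00372, 0.00516 and 0.0102). These 4 genes lie outside the naming rule and were chosen after their values were seen. Lists of other cell types moved in that fit as well. The endothelial median was 0.36, with 12 of 22 genes above every WT library in all 3 null libraries (camera adjusted p = 2.48e-06, adjusted p = 0.565 with an estimated correlation). The median of smooth muscle and pericyte genes was 0.38, with 9 of 19 above (camera adjusted p = 9.32e-05, adjusted p = 0.275 with an estimated correlation), and the erythroid median was -1.86 (camera adjusted p = 1.97e-05, adjusted p = 0.793 with an estimated correlation). Of 37 genes of cell cycle arrest and growth control 0 passed with edgeR using all libraries, and DESeq2 called Tob2 and Dusp1 higher and Cdkn3 and Ccng1 lower (camera adjusted p = 0.482). Dusp1 lost this call without null replicate 3 or WT replicate 3, Cdkn3 without null replicate 2, WT replicate 1 or WT replicate 4, and Ccng1 without null replicate 1, 2 or 3 or WT replicate 4. Adjusted over the list alone Tob2 and Dusp1 were higher and Cdkn3 lower.

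**Figure D3:**
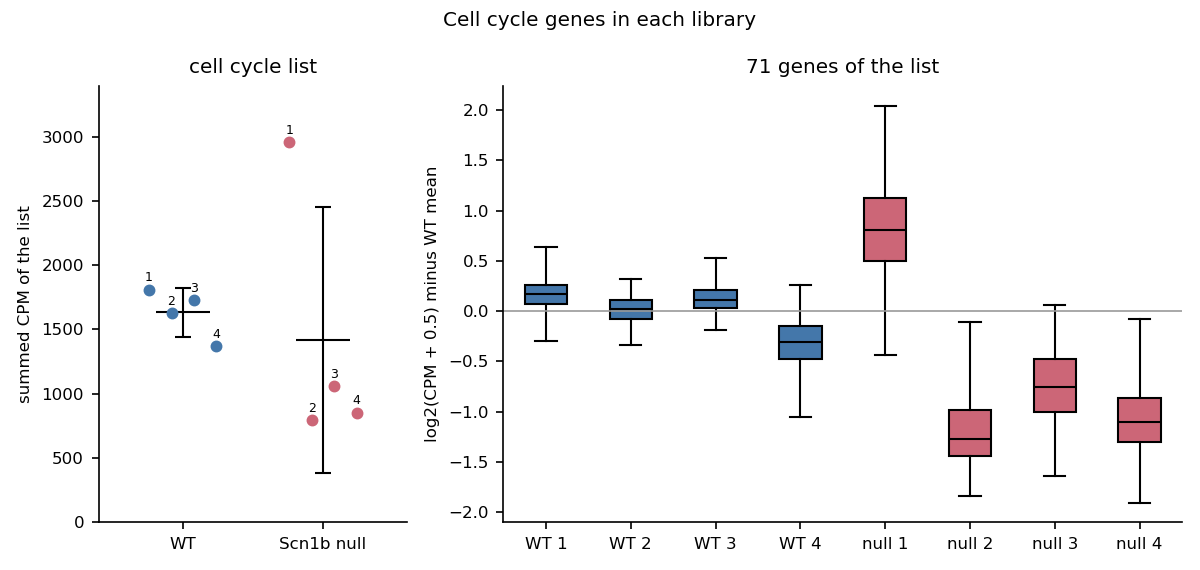
Left, summed CPM of the cell cycle list per library, with mean and SD (n = 4 per genotype). Right, log2 level of the 71 genes minus their WT mean in each library, with boxes for quartiles, black lines for medians and whiskers for the full range; null replicate 1, at 2956 summed CPM, lies apart from the other null libraries at 796 to 1057 CPM.

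Of 34 sarcomere genes 2, Myh7 and Myom2, rose and 32 did not pass, with the same 2 adjusted over the list alone and Ankrd1 added in DESeq2 (median log2 change 0.02, camera adjusted p = 0.677, and 0.0206 without null replicate 1, where it was 0.821 with an estimated correlation). Of 18 genes of the fetal and stress programme 1, Myh7, rose, and Ankrd1 was added adjusted over the list alone and in DESeq2 (median log2 change -0.22, camera adjusted p = 0.456). Ankrd1 lost its DESeq2 call without null replicate 2, WT replicate 3 or WT replicate 4. Of 26 genes of the fasting and glucocorticoid response 1, Ddit4, rose over all genes tested and 6 adjusted over the list alone, with 6 in DESeq2 (median log2 change 0.49, camera adjusted p = 3.04e-07, adjusted p = 0.906 with an estimated correlation). In this list 24 of 26 genes had a positive change. Of 36 genes of fatty acid oxidation 0 passed over all genes tested, and 2 were higher both adjusted over the list alone and in DESeq2, the ketogenic enzyme Hmgcs2 at 535 ± 140 against 245 ± 65.1 CPM (adjusted p = 0.114) and the fatty acid transporter Slc27a1 at 95.8 ± 16.8 against 59.9 ± 7.01 CPM (adjusted p = 0.114). The camera adjusted p of that list was 0.656 with all libraries, 0.0213 without null replicate 1 and 0.0291 without WT replicate 4. With an estimated correlation it was 0.822 without either, and DESeq2 called 5 genes of the list without null replicate 1. Of 34 genes of glycolysis and hypoxia 1, again Ddit4, rose, and Higd1a was lower adjusted over the list alone and in DESeq2, though not in DESeq2 without WT replicate 4 (camera adjusted p = 0.446).

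Oxidative phosphorylation genes, which encode the respiratory chain and ATP synthase, ranked lower in null ventricle than other genes. Of the 73 genes 71 had a negative change, with a median log2 change of -0.30 (camera adjusted p = 3.64e-14, adjusted p = 0.906 with an estimated correlation). With Y-linked expression as a covariate the median was -0.03 and the call was lost (camera adjusted p = 0.198). Without null replicate 1 the median was -0.22 (adjusted p = 0.793 with an estimated correlation), and it was 0.02 with that covariate (camera adjusted p = 0.994) and -0.09 with erythroid expression as a covariate (camera adjusted p = 0.0435). Over all genes tested 0 passed with edgeR, 1 was lower adjusted over the list alone, and Ndufb2, Ndufb6, Ndufs4 and Atp5e were lower in DESeq2. In place of these 4, DESeq2 called 2 without null replicate 1, 2 or 3, 7 without null replicate 4, 11 without WT replicate 2 and 0 without WT replicate 4. Ndufb2, of complex I, averaged 155 ± 14.2 CPM in null and 248 ± 41.6 CPM in WT (log2 change -0.68, SE 0.13, adjusted p = 0.114), and Atp5e, of ATP synthase, 477 ± 60.5 against 745 ± 151 CPM (adjusted p = 0.134). WT replicate 4 had the highest summed level of these genes, 92592 CPM against 70743 to 72836 CPM in the other WT libraries.

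Immediate early genes, transcription factors and regulators that respond within minutes to stimulation, ranked higher in null ventricle. Zfp36, which destabilises inflammatory mRNAs, averaged 38.4 ± 7.20 CPM in null and 19.6 ± 3.06 CPM in WT (log2 change 0.97, SE 0.16, adjusted p = 0.0857), and Klf6 averaged 146 ± 7.69 against 104 ± 16.7 CPM (adjusted p = 0.129). Of the 30 genes 0 passed over all genes tested, 4 were higher adjusted over the list alone and 4, Fos, Egr1, Dusp1 and Zfp36, in DESeq2 (median log2 change 0.46, camera adjusted p = 0.000276, adjusted p = 0.906 with an estimated correlation). DESeq2 called 7 without null replicate 1, 1 without null replicate 3 and 8 without WT replicate 1. Over all genes tested edgeR called 4 higher without null replicate 1 and 3 with the surrogate variable. The genes summed to 852, 989, 1350 and 1260 CPM in null replicates 1 to 4 and to 1377, 660, 635 and 720 CPM in WT replicates 1 to 4, so that WT replicate 1 lay above every null library. Endothelial genes had a median log2 change of 0.23, with 0 of 22 past the threshold with either tool (camera adjusted p = 0.00883, adjusted p = 0.906 with an estimated correlation). Without null replicate 3 the camera adjusted p of the endothelial list was 0.0664 and without null replicate 4 it was 0.128, and with Y-linked expression as a covariate it was 0.573.

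Genes of red blood cells stood lower in null ventricle. The haemoglobin gene Beta-s averaged 2836 ± 1546 CPM in null and 11488 ± 7916 CPM in WT (adjusted p = 0.169). Gypa, a red cell surface protein, had a log2 change of -2.51 (SE 0.50, adjusted p = 0.114), with every null library below every WT library, and Alas2 and Bpgm, enzymes of haem synthesis and red cell metabolism, had log2 changes of -1.75 (adjusted p = 0.116) and -1.73 (adjusted p = 0.114). Of 13 erythroid genes 0 passed over all genes tested, 9 were lower adjusted over the list alone and 7 in DESeq2 (median log2 change -1.75, camera adjusted p = 4.97e-06, adjusted p = 0.906 with an estimated correlation). Over all genes tested edgeR called 4 lower without null replicate 1, 2 without WT replicate 2 and 5 with the surrogate variable. DESeq2 called 4 without WT replicate 1 or WT replicate 4. Their summed level was 1216 to 4734 CPM in null and 15570, 3501, 9162 and 23406 CPM in WT replicates 1 to 4, so that WT replicate 2 lay within the range of the null libraries. By its Xist level that WT library resembled the null libraries too, though its Y-linked level lay above theirs. With Y-linked expression as a covariate the erythroid median was 0.42 and the call was lost (camera adjusted p = 0.128).

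Sex-linked genes divided the libraries unevenly between genotypes. Eif2s3y, Ddx3y and Kdm5d, genes of the Y chromosome, fell in the null libraries (adjusted p = 0.0298, 0.0415 and 0.0415), where each stood at 0.196 CPM or below, near the limit that 3 counts set. The fitted fold changes of these genes depend on the prior count and are not given. Summed over Ddx3y, Eif2s3y, Kdm5d and Uty, the level was 0.102 to 0.309 CPM in the null libraries and 223, 4.49, 182 and 222 CPM in WT replicates 1 to 4. Xist, which is transcribed from the inactive X chromosome, stood at 103 to 370 CPM in the null libraries and at 0.263, 189, 8.29 and 0.560 CPM in WT replicates 1 to 4. Of 9 sex-linked genes tested 3 were lower and 6 did not pass, while Kdm6a was higher and Uty lower adjusted over the list alone and in DESeq2. The DESeq2 call of Kdm6a was kept without null replicate 4 or WT replicate 2 and lost without any of the other 6 libraries. The list median, 0.28, and the camera direction differed in sign (camera adjusted p = 0.528). The labels give no sex. WT replicate 2 alone among the WT libraries had Xist within the null range, and its Y-linked level lay below the other WT libraries but above every null library. Xist was higher in WT replicate 3 than in WT replicates 1 and 4, and the cause of these intermediate levels was not tested. On mm10 the 3 called genes lie on chromosome Y, Kdm5d from 897788 to 956786, Eif2s3y from 1010543 to 1028847 and Ddx3y from 1260771 to 1286629.

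**Figure D4:**
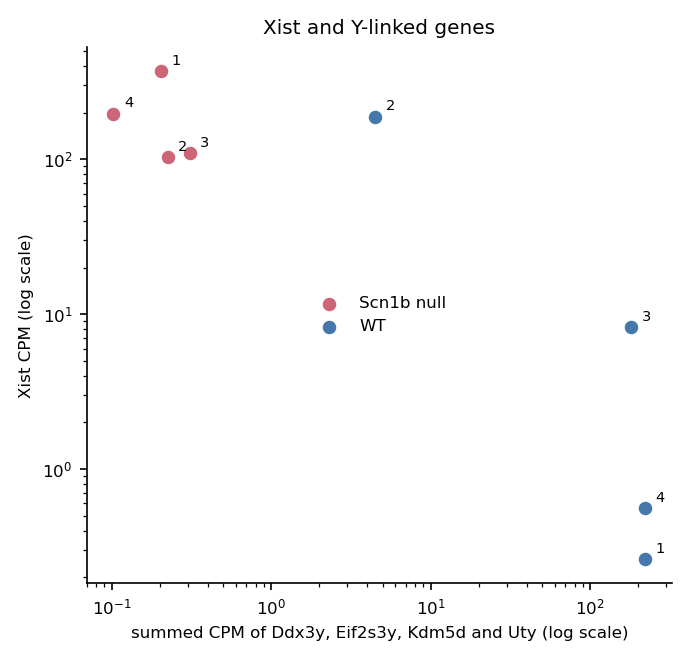
Xist CPM against the summed CPM of 4 Y-linked genes, both on log axes; points are libraries marked with their replicate number and coloured by genotype. All 4 null libraries lie at 0.309 Y-linked CPM or less, and WT replicate 2 combines 189 CPM of Xist with 4.49 Y-linked CPM.

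Of 42 lists tested with camera, 11 had an adjusted p of at most 0.05, 8 higher and 3 lower in null. None of these calls held with an estimated correlation, and fry called 1 list, the sex-linked genes (adjusted p = 0.00963). Without null replicate 1 and without WT replicate 4 camera called 17 lists each, of which 0 held with an estimated correlation (lowest adjusted p = 0.244 and 0.482). Some genes are named above only because DESeq2, the adjustment over a list, or a fit with libraries left out or a covariate called them. These lie outside the naming rule and were chosen after their values were seen.

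The genotypes differed by 46.3 units in mean score on the first principal component, which held 29.2% of the variance (exact permutation p = 0.0857, n = 4 each). WT replicate 4, at 69.1, and null replicates 1 and 2, at -49.8 and -47.5, lay farthest out, and the other 5 libraries lay from -1.58 to 18.1. The second component, with 26.6%, set null replicate 1 apart at 65.0. With genes scaled to unit variance the difference was 95.9 (exact permutation p = 0.0286, the smallest that 70 assignments give). It was 55.2 without null replicate 1 and 61.8 without null replicate 4 (exact permutation p = 0.0286 each, n = 3 and 4), 23.2 without null replicate 2 and 3.35 without WT replicate 4.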

Values the study reported

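The study reported 696 genes as differentially expressed between WT and Scn1b null ventricle at P10, from DESeq2 with a false discovery rate of at most 0.05 and a fold change of at least 1.5.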

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

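The tests of thymus tissue, of airway tissue, of a rise in every null library, of sex on the Y-linked, erythroid and called genes, and of splits of all 8 libraries on the cell cycle genes were chosen only after the result was seen.

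In 17 of 187 groups of 4 libraries a single library lay far from the others, where chance gives 9.35. The measure is the gap to the nearest library as a share of the range of the group, with a limit of 0.829. In null replicate 1 the sodium channel genes summed to 200 CPM against 322 to 333 CPM in the other null libraries (0.934), and the endothelial genes to 2811 CPM against 3900 to 4011 CPM (0.921). Satb1, which is abundant in thymocytes, stood at 432 CPM there against 38.0 to 42.6 CPM (0.953). In null replicate 2 Aldh1a1 stood at 289 CPM against 13.3 to 20.96 CPM (0.855), the cilium gene Rsph9 at 4.23 CPM against 1.18 to 1.31 CPM (0.926), and Kcnk12 at 0.429 CPM against 0.0281 CPM at most (0.912). Pkia was lowest in null replicate 3, at 128 CPM against 149 to 152 CPM (0.891).

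Among the WT libraries, Eif2s3y, Ddx3y and Kdm5d were low in replicate 2, at 1.81, 1.65 and 0.648 CPM (0.907, 0.921 and 0.865). In WT replicate 4 the oxidative phosphorylation genes summed to 92592 CPM (0.892), Scn3a stood at 0.532 CPM against 1.19 to 1.32 CPM (0.876), Cacnb1 at 3.81 CPM against 5.82 to 5.90 CPM (0.971) and Ccl25 at 2.49 CPM against 1.18 to 1.34 CPM (0.844). In WT replicate 1 the immediate early genes summed to 1377 CPM against 635 to 720 CPM (0.837), and Myh7 stood at 37.8 CPM against 45.0 to 46.5 CPM (0.847). WT replicate 3 had the highest total count (0.845).

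Cell cycle genes were lower in null replicates 2, 3 and 4 and higher in null replicate 1. In null replicate 1, 97.2% of the list lay above the other 3 null libraries, and Rag1 stood at 910 CPM there, so thymus tissue in that library may hide part of a fall. Without it the list median was -1.27 with erythroid expression as a covariate, where fewer blood cells as the whole cause would bring it near 0. This cannot decide on that cause, because WT replicate 2, at 3501 CPM, was the only WT library with summed erythroid genes within the null range. With Y-linked expression as a covariate the median was -1.09, which leaves sex open because 1 WT library alone tells it from genotype. With all 8 libraries chance could not be excluded, since 23 of 35 splits gave a median as far from 0 as 0.25, up to 1.20, and the 1 of 35 splits as large without null replicate 1, at 1.05 where the highest other was 0.947, decides nothing because that library was left out after it was seen to go against the others. Genotype, sex and a change in the share of other cell types stay open, and litter and dissection were not tested.

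Airway and ciliated genes were higher in null ventricle on the fitted fold. Null replicate 2 held 96.2% of their summed CPM above the WT mean, with Scgb1a1 at 4652 CPM, and 8.16% of the tested members lay above all WT libraries in all 4 null libraries, which argues against a rise of most members in every null library. Airway tissue in null replicate 2 is a candidate explanation for most of the summed level there. The signal was not confined to that library, since 7 airway genes, chosen after their values were seen, stood in null replicate 3 at 2.12% to 5.11% of their level in null replicate 2. The source of that smaller part stays open.

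Y-linked genes were lower in all 4 null libraries, with a highest summed level of 0.309 CPM, which is consistent with female null animals and mostly male WT animals. With Y-linked expression as a covariate the erythroid median was 0.42, and the fold changes of the 7 called genes other than Scn1b and the Y-linked ones had a median size of 0.83 in place of 1.09, or 75.7%. All 7 lost their calls as the SE of each grew, from a median of 0.12 to 0.29, and Ddit4 lost its call with a larger log2 change (1.17 in place of 1.01), while Pkia also dropped under the 1.5-fold threshold (-0.46 in place of -0.73). For the erythroid and the called genes sex and genotype cannot be told apart, because 1 WT library alone separates them.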

How the results depend on the processing

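The covariate for Y-linked genes, leaving out null replicates 1 and 2 together, and the DESeq2 runs other than the one with all libraries were chosen after seeing the data; the cause was not tested for any change below unless it is given.

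Scn1b kept its direction in every setting run. Its log2 change was -4.35 with limma voom (adjusted p = 0.0853), -4.40 with the Xist covariate (adjusted p = 0.402) and -4.85 with the Y-linked covariate, not past the threshold. At an FDR of 0.01 it was -4.20 and did not pass. Leaving out 1 library gave -4.73 to -3.98. Its call was lost without null replicate 3, null replicate 4, WT replicate 1, WT replicate 3 or WT replicate 4.

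In place of 11 genes, 6 higher and 5 lower, upper-quartile scaling gave 18 with 11 lower, and DESeq2 gave 372, 227 higher and 145 lower. Limma voom gave 4 with 0 lower, and robust empirical Bayes gave 6 with 1 lower. An FDR of 0.01, the Xist covariate and the Y-linked covariate each gave 0 genes, 0 higher and 0 lower. The airway covariate gave 2, 1 higher and 1 lower, and 1 surrogate variable gave 287, 125 higher and 162 lower. Without null replicates 1 and 2 there were 168, 84 higher and 84 lower, and 200 with robust empirical Bayes, 107 higher and 93 lower. Leaving out 1 library gave 0 to 385 genes, 0 to 175 higher and 0 to 210 lower. DESeq2 gave 571 genes without null replicates 1 and 2, 15 with the Y-linked covariate and 186 to 833 with 1 library left out.

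Camera called 11 lists, 12 to 17 with 1 library left out and 17 without null replicates 1 and 2, against 0 with an estimated correlation in each of these settings and 1 with fry. The erythroid median turned to 0.42 with the Y-linked covariate (adjusted p = 0.128). The cell cycle median was 0.05 with the airway covariate while the camera direction stayed negative. The difference on the first principal component was 95.9 with unit variance and 3.35 to 61.8 with 1 library left out.

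Of 1466 comparisons of 62 named genes with an alternative, 1288 kept their side of the threshold, 49 of them with a change of sign in a result not called. Of the others 115 lost a call, 63 gained one and 0 reversed. Of 425 comparisons of 25 lists, 375 kept their side, 23 of them with such a change of sign, while 18 lost a call, 31 gained one and 1 reversed. Alternatives that change only the test of single genes were not run for lists. Of genes changed 1.5-fold in simulation edgeR recovered 5.97%. Their median estimated fold was 1.487, under the 1.5-fold threshold, so that threshold alone accounts for part of the loss.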

Other observations

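Mt2 and Klf15, chosen after their values were seen, were higher in null ventricle with DESeq2, which called 6 of the 27 genes of the fasting list in the data. Mt2, a metal-binding protein induced by glucocorticoids and zinc, averaged 9.20 ± 3.78 CPM in null and 2.16 ± 0.623 CPM in WT (SD, n = 4 each; DESeq2 adjusted p = 1.235e-05). Klf15, a glucocorticoid-induced regulator of amino acid and lipid use in heart, averaged 32.1 ± 10.5 against 14.4 ± 3.41 CPM (DESeq2 adjusted p = 0.00114). Without null replicate 1, 7 genes of the fasting list were higher over all genes tested, and the lipase gene Pnpla2 rose from 223 ± 26.4 to 462 ± 55.0 CPM (log2 change 1.05). Iigp1, an interferon-induced GTPase, stood at 19.0, 187, 27.9 and 285 CPM in null replicates 1 to 4 and at 21.8 ± 2.29 CPM in WT. Pnpla2 and Iigp1 also lie outside the naming rule and were chosen after their values were seen.

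DESeq2 with all libraries called 372 genes. That is lower than the value quoted from the study above. DESeq2 gave 833 genes without null replicate 1 and 186 without null replicate 2. These fits use fewer libraries than the study did, so they do not explain the difference, and its cause was not tested.

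The tests of splits below were chosen before their results were seen, but null replicate 1 was singled out after its values were. For the genes called by edgeR 1 of 35 splits was as large, the smallest share this test can give, with 11 genes against 1 in the highest other split. The 11 include the deleted gene Scn1b and 3 Y-linked genes, which mark sex, and this leaves 7 others. The count was 0 without null replicate 4, WT replicate 1, WT replicate 3 or WT replicate 4 (DESeq2 449, 239, 216 and 192, and 2485, 1873, 1835 and 1842 genes at an unadjusted p under 0.05 with edgeR). The deleted gene Scn1b lost its call in those fits too, so a count of 0 there may reflect fewer libraries and decides nothing on chance. As 1 of 35 is the smallest share possible, chance is not firmly excluded for the edgeR calls. For DESeq2 1 of 35 splits was as large too, but the margin, 372 genes against 338 in the highest other split, was narrow beside the 186 to 833 genes found with 1 library left out, so chance is not firmly excluded. That other split set null replicate 1 and WT replicates 1, 3 and 4 against the other null libraries and WT replicate 2. Most libraries thus stayed with their genotype, so its count cannot show a structure apart from genotype. It also parted the WT libraries with high Y-linked levels from WT replicate 2. Without null replicate 1, edgeR gave 385 genes against 10 in the highest other split, with 1 of 35 as large, which decides nothing on chance because of how that library was chosen. For the number of lists called by camera chance could not be excluded, since 30 of 35 splits gave as many, 11 in the real split and 27 in the highest other.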
